A study of Escherichia coli with 21 samples. Its data were reported in "Gain of Spontaneous clpX Mutations Boosting Motility via Adaption to Environments in Escherichia coli" (2021).

How the data were processed

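RNA sequencing of total RNA was analysed for 21 libraries of *E. coli*, in 7 groups of 3. The groups were taken from the sample labels: CY598 in sequencing round 1, CY708, CY1102, CY1166 and CY1179 in round 1, and CY598 and CY706 in round 2. Per the labels, all cultures were grown aerobically at 37 °C in minimal medium (glucose at 22 mM, NH4Cl at 20 mM, casamino acids at 0.2%) to an OD600 of about 0.4, and received no treatment. Per the study's methods the libraries of a strain came from separate RNA extractions; whether each had its own culture is not stated there.

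The authors mapped the reads to the NCM3722 genome, a chromosome and an F plasmid, and deposited per feature a raw read count and an RPKM value for each library. The aligner, the counting program and whether counting used strand are not stated, so genes that overlap another feature, antisense genes and near-identical copies are treated as uncertain. The RPKM values that the authors deposited are reads per kilobase of feature and per 1e6 reads counted on all features, which was checked from the counts and coordinates. In 6 of the deposited count columns a broken line shifts an RPKM value into the column, so that it would read as an expected count; the lines of all distinct features hold whole counts in every count column. In each of the 7 tables the last 54 lines repeat earlier lines with identical values, and they were read once. Of the distinct features, 4522 are listed as genes, 154 as pseudogenes, 117 as ncRNAs, 89 as tRNAs and 25 as rRNAs; 59 features share a symbol with another feature. Ribosomal RNA features took at most 0.0757% of the counts of a library.

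Counts were compared with edgeR 4.0.16 in R 4.3.3. For each comparison, only the libraries of the 2 groups entered the fit. Features were kept by filterByExpr, libraries were scaled by TMM, and the quasi-likelihood F test was applied with Benjamini-Hochberg adjustment over the features tested. A feature was called at an adjusted p under 0.05. The standard error of a log2 fold change was computed as its size divided by the square root of F. Expression levels are counts per 1e6 counts (CPM) with TMM factors taken over all 21 libraries, given as mean ± SD with n = 3 libraries unless stated. Where all libraries of a group had 3 counts or fewer, the fold was computed against the level that 3 counts give, and is a lower bound. The design, the tests, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined; for files with counts, the edgeR test was the one written down.

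9 comparisons between groups were made. A rule for changed genes was applied to 4 of them (CY706, CY708 and CY1102 against CY598, each within its round, and CY708 against CY1166): an unadjusted p of 0.05 or less in each, the same direction in all 4, and an average fold change over 1.5. The p and fold conditions are those of the study, with edgeR's p in place of its per-gene test; the same direction was required in addition. The isolate difference, the change from CY598 to CY706 in round 2 minus the change from CY598 to CY708 in round 1, was tested as a contrast in 1 fit of the 12 libraries.

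Genes named in the text are clpX and clpP; flhD and flhC; the genes that the study measured by quantitative PCR; the ClpXP targets whose proteins the study followed; the 5 largest rises and falls among genes past the rule over 4 comparisons and among genes called in CY1179 against CY598, CY1179 against CY1102 and CY1166 against CY598, each with no overlap between the libraries of the groups; and the stress and biofilm genes that the study named. Which comparisons are given for each of these genes, and for each gene list, was narrowed to those the text reports after the values were seen.

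Gene lists were tested with camera at a preset correlation of 0.01 in limma 3.58.1, with fry and with an estimated correlation beside it, adjusted over 90 tests (10 lists, 9 comparisons). The lists are 50 flagellar, motor and chemotaxis genes below flhDC; 20 genes used as reporters of the sigma factor RpoS; 15 genes that depend on sigma E; 13 chaperone and protease genes that depend on sigma 32; 54 ribosomal protein genes; 7 curli genes; 14 acid resistance genes; the 10 of those that the study did not name; and the 7 stress and 4 biofilm genes that the study named as lower. The study chose the last pair of lists on these libraries. A list of 21 genes activated by the regulator FNR was written after the counts of fnr had been seen and before the list was tested. The gene symbols of the lists were matched to those in the files, with rpoS taken as the feature rpoS_C, since rpoS is annotated as 2 features.

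Correlations of fold changes were computed across genes, which are not independent replicates, and no p-value is given for them. For comparisons that share control libraries, 20 simulated sets of unchanged groups against those controls gave the value that sharing alone produces. The spread used to judge changes in these correlations was a jackknife over the libraries, chosen after another spread had been seen. Differences between chromosome arms were tested by exact permutation of the libraries.

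Each script was tested on simulated counts with 200 changed genes among those tested. edgeR recovered 198 of them and called 8 unchanged genes of 4035 genes; DESeq2 recovered 197 and called 13 unchanged genes of 4216 genes; limma on log2(RPKM + 1) recovered 188 and called 24 of 4432 genes; an unmoderated two-sample test on RPKM recovered 150 and called 7. The isolate difference recovered 193 and called 12 of 4121 genes (193 and 11 with the trend along the chromosome removed). No trend was simulated for the isolate difference, so this does not show how well the removal works there. The rule over 4 comparisons recovered 198 and called 0 of 3917 genes, and the removal of a trend along the chromosome recovered 199 and called 8 of 4024 genes. camera called 0 of 20 unchanged lists. Their genes were drawn independently, so this does not test camera on lists of genes that vary together.

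Alternatives were no filter on low counts, features with a mean of at least 10 RPKM, median-of-ratios scaling, DESeq2 1.42.0, 1 fit shared by all groups of a round, the unmoderated test on RPKM, limma on log2(RPKM + 0.1), without a trend or with quantile normalisation, other control libraries for CY706, a fold change over 2, adjusted p or linear averages in the rule, the replicate number as a block, and each replicate left out in turn. Library totals as the only scaling, limma on log2(RPKM + 1) and the removal of a trend along the chromosome were added after the data had been seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

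Total counts ran from 5103993 to 9144290 per library. A count of 0 allows a share of up to 5.88e-05% of the counts of the smallest library and 3.28e-05% of the largest, taken as 3 counts; such limits cover counting error only, since reads without molecular identifiers are not independent molecules. Proteomic data and the MG1655 libraries of the study are not used here.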

Results

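The transcriptomes of 6 *E. coli* strains were compared by RNA sequencing, as read counts on 4827 features of the NCM3722 chromosome and 80 of its F plasmid. CY598 is the weakly motile parent, a derivative of NCM3722 with a repaired flagellin gene. CY706 and CY708 are hypermotile isolates of CY598 that arose on soft agar and carry ClpX-V78F, a substitution in the ATP-binding subunit of the ClpXP protease. CY1102 is CY598 with V78F put in by genetic engineering, CY1166 is CY708 with wild-type clpX put back, and CY1179 lacks clpX. CY598 was sequenced in 2 rounds and is treated as 2 groups; CY706 belongs to round 2 and the other strains to round 1. Each of the 7 groups had 3 libraries. Total counts per library were 7271186 ± 901429 (SD, n = 21) and ran from 5103993 to 9144290.

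The rounds differed in composition. The tmRNA gene ssrA took 11.4% ± 1.18 (SD, n = 15) of the counts in round 1 and 21.5% ± 0.712 (SD, n = 6) in round 2. Between CY598 in round 2 and CY598 in round 1, 646 features were higher and 781 were lower of 4047 tested, so strains were compared within a round. On the first principal component of 4237 features, which held 45% of the variance, the libraries of CY706, CY708, CY1102 and CY1179 scored from 16.9 to 26.0 and those of CY598 and CY1166 from -35.2 to -20.9. The second held 21.4%.

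The targeted gene was examined first. clpX (AA953_RS08190, plus strand, 1663699 to 1664973 on the chromosome) had 703 ± 2.76 CPM in CY598 of round 1 and 0.214 ± 0.277 CPM in CY1179, where the 3 libraries held 1, 0 and 5 counts. Its level was 738 ± 44 CPM in CY708, 577 ± 56.4 CPM in CY1102, 502 ± 29.6 CPM in CY1166, 621 ± 41.6 CPM in CY598 of round 2 and 731 ± 82.2 CPM in CY706. In CY1166 it was lower than in CY598, with a log2 fold change of -0.50 (SE 0.06) and an adjusted p of 0.00353 by edgeR's quasi-likelihood test. clpX lies on the chromosome arm from rrlC, where the median of all genes was also lower in CY1166 (-0.18), and with a trend along the chromosome removed its change was -0.30, still called. Per the study's methods, clpX was put into CY1102 and CY1166 joined to a cat marker, which was removed when necessary. The clpX comparisons of these strains cannot separate an effect of that construction from other causes. CY708 exceeded CY1166 by 0.56 (SE 0.07, adjusted p 0.00125), a call lost without a variance trend in limma and in the unmoderated test on RPKM, at adjusted p 0.0517 and 0.0573. The change of -0.29 (SE 0.08) in CY1102 against CY598 was not called, at an adjusted p of 0.0808; library totals as the only scaling gave -0.40 and a call (adjusted p 0.0071), as did leaving out CY1102 replicate 2 (-0.36, adjusted p 0.0321). clpP was called lower in CY1179 (-0.23, SE 0.06, adjusted p 0.0252), and 4 of the 6 fits that each left out a replicate lost that call.

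4 comparisons asked how the hypermotile strains differ from weakly motile ones. In CY706 against CY598 of round 2, 140 features were higher and 48 lower of 3993 tested. In CY708 against CY598 of round 1, 530 were higher and 536 lower of 4020. In CY1102 against CY598, 128 were higher and 127 lower of 4048. In CY708 against CY1166, which differ in clpX by construction, 140 were higher and 86 lower of 4002. These groups also differ in a stretch from ynaJ to ompN, described below. There CY708 replicates 2 and 3 had counts, and CY708 replicate 1 and the CY1166 libraries had almost none. The libraries of the groups did not overlap for 22.5%, 45.3%, 24.4% and 22.6% of the features tested in these comparisons, where chance gives 10%. Changes above 2-fold were found for 95, 138, 96 and 100 of the higher and 10, 62, 40 and 16 of the lower features. The counts moved most when CY598 of round 1 served as the control of CY706, which gave 814 higher and 884 lower. Leaving out CY598 round 2 replicate 6 gave 189 higher and 129 lower in CY706 against CY598; leaving out replicate 4 gave 97 and 12.

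By the rule over the 4 comparisons, taken from the study with edgeR's p and the same direction required in each, 118 features were higher and 28 lower of 3845 tested in all 4. All 50 genes of the flagellar operon list were among the higher. The libraries did not overlap in any of the 4 comparisons for 109 of the higher and 25 of the lower features. The count of lower features moved most between settings, from 10 with an average fold change over 2 to 69 with library totals as the only scaling. An unmoderated test on RPKM, nearest to the study's own, gave 96 higher features, all 96 among the 118, and 45 lower, of which 23 were among the 28.

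The largest rises by this rule were those of yhjH, fliC, flxA, fliD and tar. fliC, the flagellin gene (AA953_RS16340, 3261993 to 3263489, minus strand), had 151 ± 52.2 CPM in CY598 of round 1, 31100 ± 2030 CPM in CY708, 20800 ± 1670 CPM in CY1102 and 250 ± 7.27 CPM in CY1166. Its log2 fold change was 7.67 (SE 0.27, adjusted p 6.17e-07) in CY708 against CY598 and 6.97 (SE 0.08, adjusted p 4.74e-10) in CY708 against CY1166. In round 2 it rose from 246 ± 212 to 25200 ± 1820 CPM in CY706. yhjH, which overlaps a feature on the opposite strand, rose by 6.63 to 7.74 in the 4 comparisons. flxA rose by 6.32 to 7.49, fliD by 6.10 to 7.14 and tar by 5.95 to 7.20, all called.

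The largest falls were those of ygiW, gadX, qseB, pfkB and gltS. ygiW (AA953_RS21935, 4419534 to 4419926, minus strand) fell from 61.7 ± 5.33 CPM in CY598 to 10.7 ± 0.687 CPM in CY708 (log2 fold change -2.55, SE 0.11, adjusted p 1.38e-06) and 15.1 ± 5.88 CPM in CY1102 (-2.04, SE 0.23, adjusted p 5.92e-04), and stood at 62.4 ± 4.45 CPM in CY1166. gadX fell by 1.68 to 2.80 on the log2 scale, qseB by 1.85 to 2.34, pfkB by 1.43 to 1.91 and gltS by 1.48 to 2.08. qseB overlaps qseC on the same strand. These 5 genes were called in each of the 4 comparisons, with no overlap between the libraries.

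Genes measured by quantitative PCR in the study were read from the counts as well; fliC, fliD, yhjH and tar are given above and flhD and flhC below. fliA rose by 5.61 to 7.31, flgD by 5.55 to 7.48, flgA by 4.87 to 6.41, flhB by 4.72 to 6.37, motA by 6.01 to 7.17 and tsr by 6.00 to 6.63 in the 4 comparisons, all called. flhB overlaps flhA and motA overlaps motB. Smaller rises were measured for lgoT (1.89 to 2.14), argI (1.94 to 2.89), rcsA (2.51 to 3.66) and yahA (1.55 to 2.21). Each of these was called in all 4 comparisons, except that lgoT in CY706 lost its call in the unmoderated test on RPKM (adjusted p 0.0614).

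flhD and flhC, which encode the master regulator of flagellar synthesis, were not called in any of the 4 comparisons or in CY1179 against CY598. Adjusted over the 16 genes measured by quantitative PCR alone, both were called lower in CY1179 and neither in the 4 comparisons. flhD had 103 ± 7.71 CPM in CY598 of round 1, 116 ± 10.9 in CY708, 111 ± 3.15 in CY1102 and 88 ± 5.79 in CY1179. flhC had 88.1 ± 3.35, 102 ± 11.2, 94.9 ± 5.28 and 73.1 ± 7 CPM in the same strains. In CY1166 the levels were 125 ± 8.26 CPM for flhD and 99.5 ± 7.64 CPM for flhC. CY708 against CY1166 gave log2 fold changes of -0.10 (SE 0.09) for flhD and 0.04 (SE 0.09) for flhC. The log2 fold changes against CY598 of the same round were 0.07 (SE 0.16) in CY706, 0.16 (SE 0.09) in CY708 and 0.11 (SE 0.07) in CY1102 for flhD, and 0.16 (SE 0.09), 0.19 (SE 0.09) and 0.10 (SE 0.07) for flhC. With library totals as the only scaling, under which the median of all genes was -0.17, -0.22 and -0.11 in these comparisons (-0.01, 0.01 and 0.01 under TMM), all 6 values turned to between -0.09 and -0.00. In CY1179 the changes were -0.20 (SE 0.08, adjusted p 0.103) for flhD and -0.25 (SE 0.08, adjusted p 0.0516) for flhC; both were called with library totals (adjusted p 0.0247 and 0.0134). Without CY708 replicate 1, flhC was called in CY708 against CY598 (0.28, adjusted p 0.039). flhD and flhC lie on the chromosome arm from rrlD, where the median of all genes was also higher in that comparison (0.20). With a trend along the chromosome removed, the changes of both genes in CY708 against CY598 turned negative. Without CY598 round 1 replicate 1, flhD (-0.26, adjusted p 0.0209) and flhC (-0.25, adjusted p 0.0485) were called lower in CY1179, and flhC was also called without CY1179 replicate 3 (-0.32, adjusted p 0.0294).

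The 50 flagellar, motor and chemotaxis genes rose as a list. Their median log2 fold change was 5.43 in CY706, 5.98 in CY708 and 5.82 in CY1102 against CY598, and 6.69 in CY708 against CY1166. With genes at the floor taken at their bound, the last 3 medians were 5.96, 5.81 and 6.66. In each of these comparisons all 50 genes were called higher, both over all genes tested and adjusted over the list alone. The camera adjusted p ranged from 1.59e-111 to 7.29e-50 and the fry adjusted p from 1.34e-06 to 4.31e-04. The setting that moved these medians most was limma on RPKM with quantile normalisation, at 6.17 for CY708 against CY1166. Over all lists and comparisons, 40 of 90 camera tests gave a call; 29 of these hold under fry and 1, the flagellar list in CY708 against CY1166 (adjusted p 0.0249), under an estimated correlation.

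**Figure D1:**
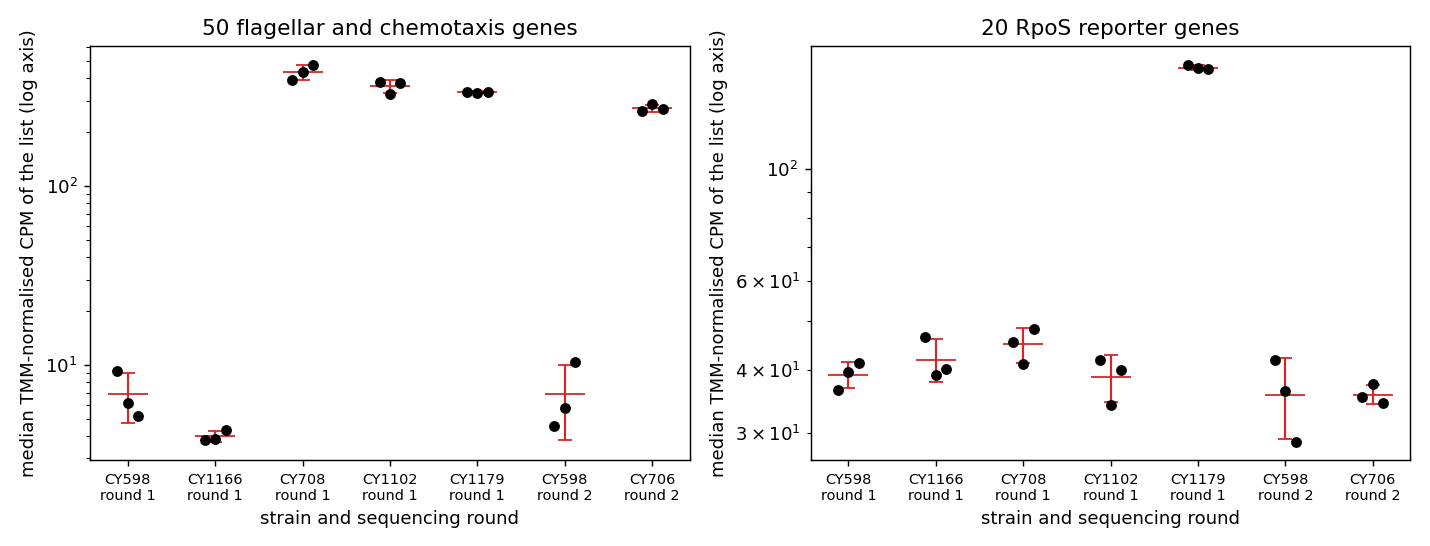
Median TMM-normalised CPM (log axis) of the 50 flagellar and chemotaxis genes (left) and of the 20 RpoS reporter genes (right) in each library, by strain and round; black points are libraries, red lines the mean and SD of 3 libraries. The flagellar medians were 4.01 to 6.91 on average in CY598 and CY1166 and 273 to 434 in CY706, CY708, CY1102 and CY1179; the RpoS median was 159 in CY1179 and 35.7 to 45 in the other groups.

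Some stress and biofilm genes were named by the study as lower in the hypermotile strains; since it picked them on these libraries, the values below are not independent evidence. The 7 stress genes (ygiW, gadX, gadW, slp, hdeD, iraP and uspD) had a median log2 fold change of -0.76 in CY706, -1.14 in CY708 and -0.60 in CY1102 against CY598, and of -0.81 in CY708 against CY1166. Of the 7, 4 genes were called lower in CY706 and 6 in each of the 3 further comparisons; adjusted over the list alone, the numbers were 7, 6, 7 and 7. hdeD was not called in any of the 4, and uspD and iraP were not called in CY706. Several of these calls were lost when a library was left out. Such fits have less power, so the losses do not show that a single library decides a call. Leaving out any 1 of the 6 libraries took uspD in CY708 against CY1166 above the threshold (adjusted p 0.144 without CY708 replicate 3), as did 5 of 6 for uspD in CY1102 (0.134 without CY598 round 1 replicate 2), 4 of 6 for iraP in CY1102 (0.139 without CY598 round 1 replicate 2), 4 of 6 for iraP in CY708 against CY1166 (0.129 without CY708 replicate 3), 3 of 6 for gadW in CY706 (0.1 without CY598 round 2 replicate 5) and 2 of 6 for slp in CY1102 (0.0693 without CY1102 replicate 3). The biofilm genes (bhsA, qseB, qseC and ecpB) had medians of -1.11, -1.25, -1.08 and -1.44, and 3 of 4 were called lower in each comparison (4, 4, 3 and 4 adjusted over the list alone). ecpB, at 1.53 to 4.66 CPM, was the gene not called, and bhsA lost its call in 4 of 6 such fits both in CY706 (adjusted p 0.129 without CY598 round 2 replicate 4) and in CY1102 (0.141 without CY1102 replicate 1). The rule over 4 comparisons was passed by 4 of the stress genes and 3 of the biofilm genes. The camera adjusted p of both lists lay between 1.01e-08 and 0.00352 in these comparisons.

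Of 14 acid resistance genes, 4 of which are on the stress list above, 10 to 12 were expressed enough to test, with median log2 fold changes of -0.40 in CY706, -0.52 in CY708 and -0.57 in CY1102 against CY598 and -0.74 in CY708 against CY1166. 3, 4, 4 and 5 of them were called lower and 0 higher; adjusted over the list alone, 4, 5, 6 and 6 were lower and 1 was higher, in CY708 against CY598, and at an unadjusted p under 0.05 also 1. The camera adjusted p was 1.34e-04, 0.0748, 1.51e-05 and 4.21e-04 (fry 0.0108, 0.0102, 0.00757 and 4.31e-04), and for CY708 against CY598 it passed the threshold without CY598 round 1 replicate 1 (0.0323) or CY708 replicate 3 (0.0497). For the 10 acid genes outside the stress list, the medians were -0.32, 0.14, -0.35 and -0.24, with 0, 1, 1 and 2 genes called lower both ways of adjusting (1, 2, 3 and 2 at an unadjusted p under 0.05). The smallest camera adjusted p, 0.0248 in CY1102 (fry 0.0581, and 0.0104 in CY708 against CY1166), rose to between 0.0557 and 0.115 in 4 of the 6 fits that left out a replicate, with 0.115 without CY1102 replicate 3. The median turned to -0.18 in CY708 against CY598 without CY598 round 1 replicate 1, and to 0.03 in CY708 against CY1166 without CY1166 replicate 1. In CY706 it was -0.37 without CY598 round 2 replicate 6, with a camera adjusted p of 0.036.

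The 54 ribosomal protein genes had medians of 0.05 in CY706, 0.14 in CY708, 0.09 in CY1102 and 0.02 in CY708 against CY1166, and of -0.12, -0.08, -0.02 and -0.11 with library totals as the only scaling. 12 were called higher in CY708 against CY598 (11 adjusted over the list alone) and 0 in the others, where 4, 0 and 0 had an unadjusted p under 0.05 in that direction and 1, 0 and 0 in the opposite one. The camera adjusted p was 7.54e-04 in CY708 and 0.0139 in CY1102, which became 0.789 without CY1102 replicate 2; neither call holds under fry (0.0653 and 0.456). The median of CY708 against CY1166 turned to -0.03 without CY1166 replicate 3. The weakly motile CY1166 also had a raised list against CY598, with a median of 0.12. There 51 of 54 genes were above 0 and 5 were called higher (camera adjusted p 3.43e-04, fry 0.116).

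The 13 chaperone and protease genes of sigma 32 had medians of 0.46, 0.31, 0.22 and 0.18 in the same 4 comparisons, with 6, 10, 0 and 2 genes called higher (11, 13, 1 and 5 adjusted over the list alone, and 4 in CY1102 at an unadjusted p under 0.05). With library totals the medians were at the lowest 0.05, in CY708 against CY1166. The camera adjusted p of 0.0356 in CY1102 became 0.304 without CY1102 replicate 2. Under fry the adjusted p was 0.0224, 0.00307, 0.306 and 0.0837 in the 4 comparisons. In the weakly motile CY1166 against CY598 the median was 0.17, with 5 genes called higher (camera adjusted p 0.00883, fry 0.0643).

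Of the 7 curli genes, 4 could be tested, with medians of 0.25, 0.14, -0.21 and 0.41. The sign turned without a filter on low counts in CY706 (-0.48) and CY1102 (0.06), with library totals in CY708 (-0.08), and without CY706 replicate 1 in CY706 (-0.05). 1 gene was called higher in each, and 1 lower in all but CY706, both ways of adjusting. With at least 10 RPKM, which leaves fewer genes, the medians were 4.66, 3.89, 3.81 and 5.25. These are close to the highest single gene of the list in the main fits (4.66, 3.88, 3.80 and 5.26).

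The 20 RpoS reporter genes had medians of 0.04, 0.17, 0.04 and 0.16, which library totals turned to -0.13, -0.06 and -0.07 in the first 3. 1, 4, 0 and 0 genes were called higher and 0, 1, 0 and 1 lower; adjusted over the list alone, 1, 4, 0 and 1 were higher and the same numbers lower, and at an unadjusted p under 0.05 1, 6, 4 and 4 were higher and 1, 2, 3 and 1 lower. Without CY598 round 2 replicate 6 the first median was -0.02. Without CY708 replicate 2 the camera adjusted p was 0.0322 both in CY708 against CY598 (median 0.21) and in CY708 against CY1166 (median 0.22).

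CY1179 against CY598 asked how the strain without clpX differs from its parent. 580 features were higher and 425 lower of 4068 tested, with no overlap of libraries for 41.6% of the features where chance gives 10%. Leaving out CY1179 replicate 3 gave 457 higher and 224 lower. The flagellar list had a median of 5.74, with all 50 genes called both ways of adjusting. Of the features past the rule over 4 comparisons, 113 of the 118 higher and 23 of the 28 lower were also called in the same direction here, in a comparison that shares its control libraries with 2 of the 4. The largest rises were yhjH (7.33), fliC (7.11), tar (6.78), fliD (6.72) and tap (6.67). After clpX, the largest falls were sulA (-2.14), qseB (-2.03), tisB (-1.93) and ydcC (-1.92). sulA, which overlaps a feature on the opposite strand, went from 191 ± 44.6 to 42.6 ± 3.55 CPM (adjusted p 9.4e-06). ydcC, with 2.87 ± 1.21 CPM in CY598, lost its call without CY1179 replicate 1 (-1.57, adjusted p 0.0579). 3 of these genes were low in CY1166 as well, which has wild-type clpX, at 35.2 ± 3.14 CPM for sulA, 10.4 ± 3.8 for tisB (27.1 ± 8.83 in CY598) and 1.02 ± 0.551 for ydcC; qseB was not, at 14.5 ± 1.35 CPM against 13.7 ± 2.57 in CY598. The stress and biofilm lists of the study had medians of -0.43 and -1.29 here, with 6 of 7 and 3 of 4 genes called lower both ways of adjusting. The sigma 32 list had a median of 0.34 with 9 genes called higher (10 higher and 1 lower adjusted over the list alone).

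CY1179 against CY1102 set the deletion directly against V78F. 435 features were higher and 113 lower of 4079 tested; 198 of the higher and 2 of the lower changed over 2-fold. Leaving out CY1179 replicate 3 gave 40 lower features and leaving out CY1102 replicate 2 gave 165. The 20 RpoS reporter genes had a median log2 fold change of 2.01, and 20 of 20 were called higher, over all genes and adjusted over the list alone (camera adjusted p 3.72e-25, fry adjusted p 1.52e-04). Against CY598 the median in CY1179 was 2.15, again with 20 of 20 called. Across the alternative settings these medians lay between 1.90 and 2.16, and the largest move was to 1.90 under quantile normalisation. The largest rises were yfcG (2.43), psiF (2.41), yiaG (2.38), ybgS (2.35) and osmY (2.34). osmY (AA953_RS05830, 1188265 to 1188870, plus strand), which is on the RpoS list, had 115 ± 12 CPM in CY1102 and 560 ± 19 CPM in CY1179 (SE of the log2 fold change 0.08, adjusted p 1.64e-08). After clpX, the largest falls were small: yoeF_C (-1.09, adjusted p 0.0459), nmpC (-0.86, adjusted p 4.68e-06), yraQ (-0.68, adjusted p 0.0187) and ogrK (-0.68, adjusted p 0.0256). nmpC overlaps ipeX on the same strand. The other 3 lost their calls in several of the fits that each left out a replicate; without CY1179 replicate 3 the adjusted p was 0.0799 for yoeF_C, 0.0711 for yraQ and 0.0911 for ogrK. The 14 acid resistance genes rose here, with a median of 0.73 and 6 of 11 tested genes called (9 adjusted over the list alone), and the 10 not named by the study had a median of 0.83, with 4 of 7 called (6 adjusted over the list alone). The median of the flagellar list was -0.04, with 1 of 50 genes called lower over all genes, 0 adjusted over the list alone and 5 at an unadjusted p under 0.05; its camera adjusted p of 0.031 did not hold under fry (0.127) or without CY1179 replicate 1 (0.117).

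Among the genes of ClpXP targets that the study followed as proteins, recN was lower in both engineered strains: 119 ± 10 CPM in CY598, 37.7 ± 1.57 in CY1102 (log2 fold change -1.66, SE 0.09, adjusted p 1.9e-06) and 46.9 ± 3.84 in CY1179 (-1.32, SE 0.09, adjusted p 3.47e-06). The fall was not limited to strains with altered ClpX, since recN had 56.4 ± 6.93 CPM in CY1166, and CY598 of round 2 had 77.4 ± 42.3 CPM. The transcripts of rseA, moaA, zapC and rpoS_C were not called in CY1102 (rseA, moaA and rpoS_C were with library totals, at adjusted p 0.0281, 0.0382 and 0.0308), and were called lower in CY1179 by 0.23 to 0.34 on the log2 scale, at adjusted p 0.0327, 0.0406, 0.0277 and 0.0121. Each of those 4 calls was lost in at least 2 of the 6 fits that left out a replicate; without CY1179 replicate 3 the adjusted p was 0.113, 0.143, 0.0969 and 0.0627. rseA overlaps rseB, and moaA and zapC overlap features on the opposite strand. ybaQ was not called in either strain (0.04, SE 0.09, and 0.06, SE 0.09). The 15 sigma E dependent genes, which include rseA, had medians of -0.05 in CY1102 and -0.08 in CY1179 against CY598, with camera adjusted p of 0.3 and 0.143 and fry adjusted p of 0.0862 and 0.0151; 2 and 5 genes were called lower and 0 and 1 higher (4 and 5 lower and 1 and 1 higher adjusted over the list alone).

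CY1166 against CY598 asked what remains changed when clpX is wild type again. 316 features were higher and 452 lower of 4015 tested, with no overlap of libraries for 40.3% where chance gives 10%. Leaving out CY598 round 1 replicate 3 gave 115 higher and 215 lower. The median of the flagellar list was -0.51, with 47 genes tested and 15 called lower (16 lower and 1 higher adjusted over the list alone); its camera adjusted p of 0.0244 became 0.282 under fry and 0.615 without CY598 round 1 replicate 1, where the median was -0.23. Of the 118 features higher by the rule over 4 comparisons, 6 were called higher here, and of the 28 lower, 5 were called lower. The largest falls were fnr, ynaJ, uspE, racR and zntB, each with 0 counts in the 3 CY1166 libraries. fnr (AA953_RS13235, 2650912 to 2651664, minus strand) had 684 ± 30.8 CPM in CY598 and was at least 1650-fold lower in CY1166; ynaJ was at least 1220-fold, uspE at least 294-fold, racR at least 285-fold and zntB at least 140-fold lower. These genes lie within 39529 bases, from 2649503 to 2689031, that held 29 of the lower calls. CY1166 was made from CY708. CY708 replicate 1 had 0 counts of these 5 genes as well, and CY708 replicates 2 and 3 had 333 to 5391. The largest rises were yjcF (2.02), dcuD (1.51), nadB (1.49), grpE2 (1.46) and ypdK (1.40). nadB, which overlaps trmN on the opposite strand, went from 50.4 ± 6.12 to 143 ± 7.97 CPM (SE 0.10, adjusted p 1.64e-04). The other 4, of which grpE2 overlaps 2 features, each lost their calls in at least 4 of the 6 fits that left out a replicate; without CY1166 replicate 2 the adjusted p was 0.0712 for yjcF, 0.0653 for dcuD, 0.0763 for grpE2 and 0.0542 for ypdK.

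**Figure D2:**
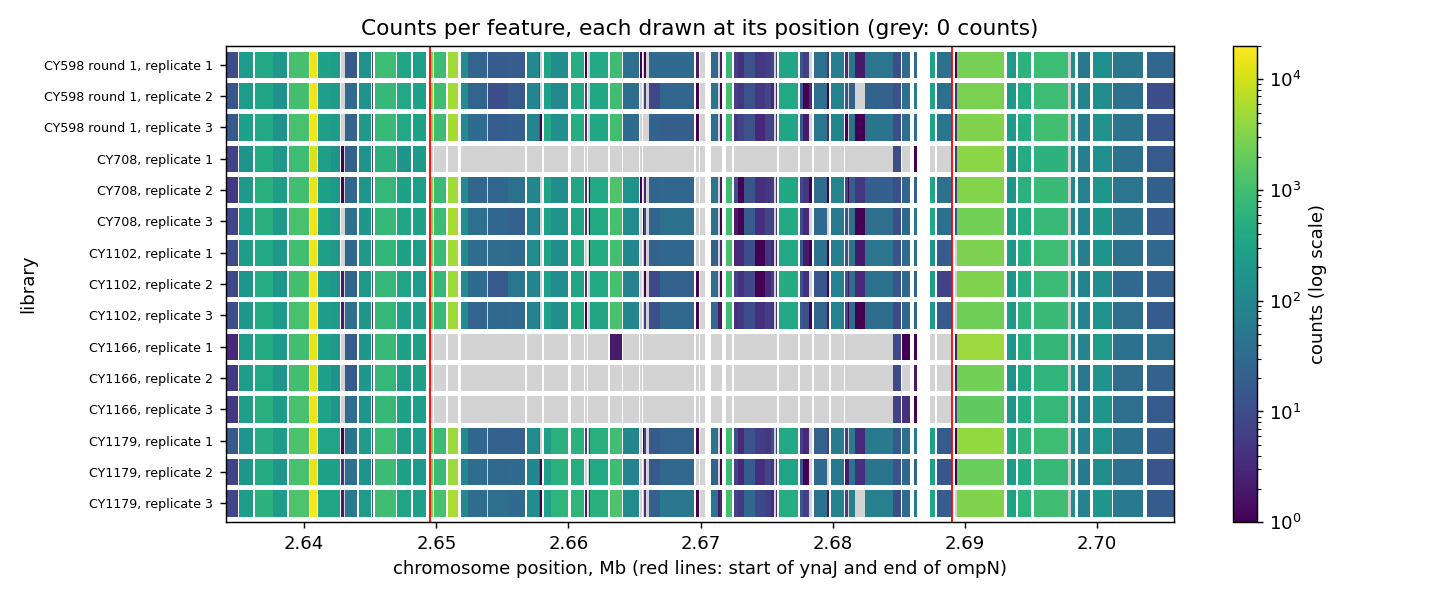
Read counts (colour, log scale; grey, 0 counts) of each feature at its position on the NCM3722 chromosome in Mb, one line of blocks for each of the 15 round 1 libraries; red lines mark the start of ynaJ and the end of ompN. Between them the 3 CY1166 libraries and CY708 replicate 1 held almost no counts.

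CY1102 against CY708 compared V78F put in by engineering with V78F in an isolate. 378 features were higher and 306 lower of 4039 tested, and leaving out CY1102 replicate 3 gave 132 and 109. Changes over 2-fold were found for 5 of the higher and 16 of the lower. The calls differed between the arms of the chromosome. In CY1102 against CY708, 257 lower and 16 higher calls lay between the point opposite the replication origin and rrlD, and 341 higher and 34 lower between rrlC and that point. The same split, with the sign turned, was found in CY708 against CY598 (387 higher and 53 lower on the rrlD arm, 103 higher and 444 lower on the rrlC arm) and in CY1166 against CY598 (268 and 27, then 27 and 403). With a trend along the chromosome removed, a setting chosen after these positions had been seen, the counts were 76 higher and 73 lower in CY1102 against CY708, 343 and 314 in CY708 against CY598 and 87 and 169 in CY1166 against CY598. The flagellar list was lower in CY1102 than in CY708, with a median of -0.28 (camera adjusted p 2.98e-06, fry 0.0174). Of its 50 genes, 22 were called lower and 1 higher. Of the flagellar genes, counted here with flhD and flhC added to the list, 36 lie on the rrlD arm and 16 on the rrlC arm. The medians of these arms were -0.19 and 0.18 in this comparison. How much of the fall goes with the arms was not tested.

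**Figure D3:**
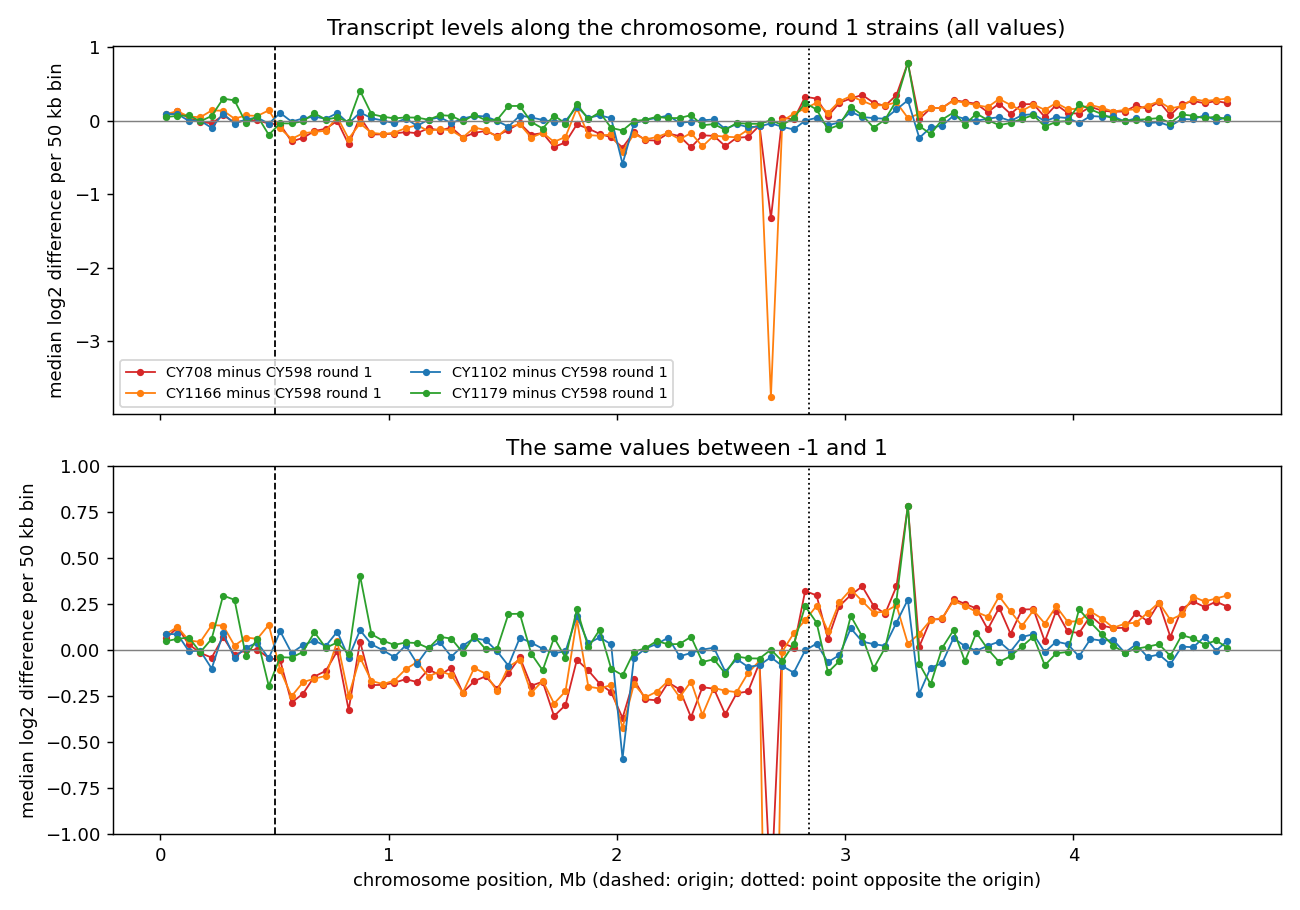
Median log2 difference in expression from CY598 of round 1 (vertical axis) per 50 kb of the NCM3722 chromosome (horizontal axis, Mb) for CY708, CY1166, CY1102 and CY1179; the upper panel shows all values, the lower those between -1 and 1, the dashed line marks the replication origin and the dotted line the point opposite. CY708 and CY1166 lay below CY598 on the arm right of the origin (median -0.18 in both) and above it on the other arm (0.20 and 0.21), and CY1102 and CY1179 had medians between -0.02 and 0.01 on both arms.

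The isolate difference compared the change from CY598 to CY706 with the change from CY598 to CY708. 68 features were higher and 40 lower of 4159 tested, and 854 had an unadjusted p under 0.05. Leaving out CY598 round 2 replicate 4 gave 4 higher and 1 lower, and leaving out replicate 6 gave 129 and 65. Of the calls, 97 followed the chromosome arms, with 63 higher on the rrlC arm and 34 lower on the rrlD arm. Within round 1, CY708 and CY1166, which has wild-type clpX, differed from CY598 by arm (0.20 and 0.21 on the rrlD arm, -0.18 and -0.18 on the rrlC arm), and CY708 differed from CY1166 by -0.00 and 0.01. With a trend along the chromosome removed, 3 features were higher and 2 lower (452 had an unadjusted p under 0.05); 3 of these were among the 97 and 2 among the 11 other calls. Each isolate was sequenced in its own round, so for single calls the isolate and the round cannot be told apart.

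Fold changes were also compared across genes, which are not independent replicates. Between CY706 against CY598 and CY1102 against CY598, which share no library, Pearson's r was 0.92 and Spearman's rho 0.52 over 3923 genes, and 0.53 and 0.46 over the 3775 genes outside the rule over 4 comparisons. Of 188 and 255 calls, 140 were shared in direction and 0 were opposite. Between CY708 against CY1166 and CY1102 against CY598, r was 0.90 and rho 0.37 over 3947 genes, 0.23 and 0.30 outside the rule, with 161 shared calls and 0 opposite. The rho of the first pair fell most, to 0.27, with CY598 of round 1 as the control of CY706. Under that setting the pair shares its control libraries, for which simulated unchanged groups gave a rho of 0.48, and the difference between rounds is added. CY708 and CY1102 against the same CY598 libraries gave 0.93 and 0.56 (0.63 and 0.51 outside the rule), and CY1179 and CY1102 gave 0.85 and 0.58 (0.49 and 0.54 outside the rule), where simulated unchanged groups against shared controls gave 0.52 and 0.48, over all genes and outside the rule. CY1166 and CY708 against those controls gave 0.15 and 0.68 (0.38 and 0.74 outside the rule), with 506 calls shared in direction and 26 opposite.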

Values the study reported

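The study reported 114 genes as differentially expressed in the hypermotile strains, of which 85 were higher and 29 were lower. It counted 51 flagella genes among the higher ones.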

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

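The tests of the chromosome arms, of the sequencing round and of single libraries in this part were chosen only after the result had been seen; the relabelling of libraries had been chosen before.

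The change from CY598 to CY706 differed from the change from CY598 to CY708, by a test of the difference itself. 68 features had a higher and 40 a lower change in CY706 than in CY708, of 4159 tested. Per the study's strain list, CY708 carries an inversion between rrlD and rrlC, and CY706 does not. Of the calls, 63 higher and 2 lower lay on the arm from rrlC, which the inversion moves away from the origin, and 0 higher and 34 lower on the arm from rrlD, which it moves toward it, so that 97 followed the arms and 11 did not. The median difference of the first arm minus that of the second was 0.38 on the log2 scale over all genes tested there, not only those called. For this shift between the arms, the tables argue against an effect of ClpX-V78F: every CY1166 library, with wild-type clpX, was above every CY598 library of round 1, by at least 0.36, in the median of the rrlD arm minus that of the rrlC arm, and CY708 against CY1166 had medians of -0.00 and 0.01. They also argue against the sequencing round, since within round 1 the libraries of CY708 and CY1166 were above the 9 others in that measure by at least 0.31, and CY598 of round 2 against round 1 had medians of 0.03 and 0.01. Changed gene dosage along the chromosome remains a candidate explanation for the shift (0.38). Other mutations that CY708 and CY1166 share were not tested.

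What these values exclude holds for the shift of the arms as a whole and not for single calls. The 97 calls that follow the arms had differences of 0.34 to 1.77 in size, with a median of 0.50, all larger than those of the arm medians (0.19 and -0.19). Calling selects large differences, so these sizes do not show that the calls hold more than the shift of the arms. With a trend along the chromosome removed, 3 of the 97 and 2 of the 11 others were called, and no further feature; a call lost in this way may still hold a difference of another origin, since 452 features had an unadjusted p under 0.05. For single calls the sequencing round stays open. CY706 and its CY598 libraries were sequenced in round 2 and CY708 and its CY598 libraries in round 1. CY598 alone gave 1427 calls between the rounds, so for single calls a round effect that differs between mutant and parent cannot be told apart from a difference between the isolates. The number of calls also depends on single libraries. It was 5 without CY598 round 2 replicate 4 and 194 without replicate 6 of that group, in which fliC had 3348 counts against 690 and 731 in replicates 4 and 5. It was 12 or fewer without each of 5 more libraries. Fewer libraries also give a test less power, which could account for the falls but not for the rise to 194 without replicate 6. The number of calls thus depended on that library. For the falls, whether 1 library decides the number stays open.

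Among 100 relabellings of the libraries within rounds, the real one included, 8 gave as many calls. These are not all free of the V78F effect: 2 kept mutant and parent apart in both rounds, of which the one that swaps them in 1 round gave 950 calls, and 6 were among the 21 that kept them apart in 1 round. None of the 77 that mixed them in both rounds gave more than 28 calls. No relabelling that follows the sequencing round alone was possible, since the round was kept in each. A further difference between the isolates in other mutations was not tested.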

How the results depend on the processing

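Library totals as the only scaling, limma on log2(RPKM + 1) and the removal of a trend along the chromosome were chosen after the data had been seen; the other alternatives were written down before. For every change below without a stated cause, the cause was not tested.

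The rule over 4 comparisons gave 94 to 121 higher features under the alternatives and 112 to 121 across the fits that each left out a replicate, where the lower features ran from 26 to 31. 116 of the 118 higher and 26 of the 28 lower features were also found without CY708 replicate 1. The flagellar list kept medians of 5.23 to 6.69 in the 4 hypermotile comparisons under the alternatives, and the RpoS list 1.90 to 2.16 in CY1179. Of the values for single genes, 2195 under other settings and 978 without a replicate kept direction and side of the threshold.

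The unmoderated two-sample test on RPKM gave 79 higher and 100 lower features in CY706, 192 and 982 in CY708 against CY598, 182 lower in CY708 against CY1166, 86 higher in CY1166, 276 higher and 37 lower in CY1179 against CY1102, 75 lower in CY1102 against CY708, 231 higher in CY598 of round 2 against round 1 and 45 lower by the rule. In it, log2 fold changes turned to -0.10 for clpP in CY1102, -0.09 and -0.07 for flhD in CY706 and CY708, -0.01, -0.04, -0.01 and -0.09 for flhC in CY706, CY708, CY1102 and CY708 against CY1166, and -0.07 and -0.03 for ybaQ in CY1102 and CY1179. The rho between CY706 and CY1102 was 0.46.

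With CY598 of round 1 as the control of CY706, which adds the difference between rounds, 814 features were higher and 884 lower; the median of the ribosomal list was -0.08 and that of the acid genes outside the stress list 0.14, and rho was 0.27. flhD and flhC were then called higher, at 0.99 and 0.43. With all 6 CY598 libraries the ribosomal median was -0.01 and rho 0.38. Both settings give CY706 control libraries that CY1102 against CY598 also uses, so neither rho is free of shared controls.

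With library totals as the only scaling, the median log2 fold change of all genes was -0.17 in CY706, -0.22 in CY708 and -0.11 in CY1102 against CY598, -0.13 in CY708 against CY1166, -0.10 in CY1179 and -0.09 in CY1166 against CY598, 0.11 in CY1102 against CY708 and -0.06 between the rounds. Under TMM these medians were -0.01 to 0.02. The share of calls that were higher went from 74.5% to 35.1% in CY706, 49.7% to 15.1% in CY708, 50.2% to 28.5% in CY1102, 61.9% to 30.4% in CY708 against CY1166, 57.7% to 39.8% in CY1179, 41.1% to 18.1% in CY1166, 55.3% to 81.7% in CY1102 against CY708 and 45.3% to 33.4% between the rounds. The counts were 194 lower in CY706, 235 higher and 1324 lower in CY708, 283 lower in CY1102, 288 lower in CY708 against CY1166, 768 lower in CY1179, 165 and 746 in CY1166, 710 and 159 in CY1102 against CY708, 69 lower by the rule and 140 higher in the isolate difference. Medians turned to -0.12, -0.08, -0.02 and -0.11 for the ribosomal list in the 4 hypermotile comparisons, -0.13, -0.06 and -0.07 for the RpoS list in the first 3 of them, -0.08 for curli and -0.09 for the acid genes outside the stress list in CY708. Genes turned to -0.10 for clpP, -0.09, -0.07 and -0.00 for flhD, -0.01, -0.03, -0.01 and -0.09 for flhC, and -0.07 and -0.03 for ybaQ, which go with the shift of all genes.

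limma on log2(RPKM + 1) gave 131 lower features in CY706, 219 higher and 1277 lower in CY708, 236 lower in CY1102, 221 lower in CY708 against CY1166, 685 lower in CY1179, 138 and 680 in CY1166, 70 lower in CY1179 against CY1102, 599 and 125 in CY1102 against CY708, 68 lower by the rule, and 113 and 18 in the isolate difference. With log2(RPKM + 0.1) the same counts were 134, 216 and 1257, 224, 213, 680, 143 and 689, 65, 594 and 124, 69, and 111 and 16. Without a trend they were 219 and 1213 in CY708, 96 higher in CY1166, 25 lower in CY1179 against CY1102, 76 lower in CY1102 against CY708, 353 higher between the rounds, 68 lower by the rule, and 15 and 3 in the isolate difference. RPKM values carry library totals as their scaling. Under log2(RPKM + 1) and log2(RPKM + 0.1), the ribosomal medians were -0.11, -0.09, -0.02 and -0.11, the RpoS medians -0.13, -0.05 and -0.07, curli -0.06 and -0.07 (-0.08 and -0.08 with 0.1) in CY706 and CY708, and the acid genes outside the stress list -0.38 (-0.50 with 0.1) in CY708. In these 3 forms of limma, clpP was -0.10, flhD -0.09 and -0.07, flhC -0.00, -0.04, -0.01 and -0.09, and ybaQ -0.07 and -0.03. The rho between CY706 and CY1102 was 0.46, 0.44 and 0.46.

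Quantile normalisation in limma gave 337 higher in CY708, 154 lower in CY708 against CY1166, 866 lower in CY1179, 224 higher in CY1102 against CY708, 49 lower by the rule, and 34 and 26 in the isolate difference. Medians turned to -0.10, -0.00 and -0.03 for the ribosomal list in CY706, CY1102 and CY708 against CY1166, -0.07 and -0.06 for the RpoS list in CY706 and CY1102, and -0.18 for the acid genes outside the stress list in CY708. Genes turned to -0.07 for clpP, -0.02 for flhD in CY706, -0.02 and -0.07 for flhC in CY1102 and CY708 against CY1166, and -0.08 and -0.04 for ybaQ; rho was 0.46.

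With a trend along the chromosome removed, 343 features were higher and 314 lower in CY708, 87 and 169 in CY1166, 76 and 73 in CY1102 against CY708 and 3 and 2 in the isolate difference; flhD turned to -0.04 and flhC to -0.01 in CY708. With 1 fit for all groups, 132 were lower in CY708 against CY1166, 495 higher in CY1166, and 155 and 111 in the isolate difference. An average fold change over 2 left 10 lower features by the rule. Without a filter, which tests more genes of low counts, the isolate difference gave 43 and 20, curli turned to -0.48 in CY706 and 0.06 in CY1102, the acid genes outside the stress list to -0.29 in CY708, and rho fell to 0.39 for CY706 and 0.27 for CY708 against CY1166, each with CY1102. DESeq2 gave 163 and 88, -0.50 and 0.07, -0.28, and 0.39 and 0.28 for these. With at least 10 RPKM, which leaves fewer genes, curli turned to 3.81 in CY1102 and the acid genes outside the stress list to -0.58 in CY708.

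The replicate number as a block gave 148 lower in CY708 against CY1166, 535 higher in CY1166, 187 lower in CY1179 against CY1102, and 236 and 192 in CY1102 against CY708. The numbers do not pair the libraries: of 30 same-numbered pairs, 4 had a correlation over 0.1, and the range was -0.08 to 0.34.

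Leaving out each replicate in turn gave 97 to 189 higher and 12 to 129 lower features in CY706, 330 to 508 and 328 to 526 in CY708 against CY598, 101 to 238 and 64 to 159 in CY1102, 112 to 153 and 35 to 59 in CY708 against CY1166, 457 to 666 and 224 to 520 in CY1179, 115 to 252 and 209 to 384 in CY1166, 335 to 447 and 40 to 165 in CY1179 against CY1102, 132 to 361 and 100 to 282 in CY1102 against CY708, 374 to 517 and 609 to 721 between the rounds, and 4 to 129 and 1 to 65 in the isolate difference. The ends came without CY598 round 2 replicates 4 and 6 in CY706 and in the isolate difference, and without CY1102 replicate 3 and CY598 round 1 replicate 1 in CY1102. Medians ran from -0.05 to 0.45 for curli in CY706, -0.03 to 0.05 for the ribosomal list in CY708 against CY1166, -0.02 to 0.08 for the RpoS list in CY706, and, for the acid genes outside the stress list, -0.18 to 0.31 in CY708 and -0.51 to 0.03 in CY708 against CY1166. Genes ran from -0.02 to 0.06 for clpP in CY1102, -0.03 to 0.24 for flhD in CY706, -0.03 to 0.12 for flhC in CY708 against CY1166, and -0.02 to 0.10 and -0.01 to 0.12 for ybaQ in CY1102 and CY1179. The rho between CY706 and CY1102 ran from 0.47 to 0.52. Such fits have fewer libraries and less power.

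In single genes, 83 values were weaker, 5 stronger and 8 reversed in direction without a replicate. Under other settings, 51 were weaker, 38 stronger and 54 reversed. For lists these numbers were 13, 5 and 7 without a replicate, and 58, 8 and 46 under other settings. Which values were given for genes and lists was narrowed after they had been seen, so these numbers cover the reported ones.

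Not run were the unmoderated test and the block for the isolate difference, the block for CY706 and for the rounds, whose replicate numbers differ or are not shared, and the list tests under the shared fit, without a trend, in the unmoderated test and with the trend along the chromosome removed. Depth limits genes with few counts: of the curli genes 4 of 7 and of the acid genes 10 to 12 of 14 could be tested.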

Other observations

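The tests of a growth gradient and of library size for the chromosome arms, and all tests of the stretch from ynaJ to ompN, were chosen only after the result had been seen. The FNR list and its tests were chosen after the counts of the stretch had been seen and before the list was tested; the other tests in this part were written down before.

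Splits of the libraries were counted for each comparison. In CY706 against CY598, CY708 against CY598, CY1102 against CY598, CY708 against CY1166, CY1179 against CY598, CY1166 against CY598, CY1179 against CY1102, CY1102 against CY708 and CY598 of round 2 against round 1, 1 of the 10 splits of the 6 libraries gave as many calls, the real one itself. The largest count of another split was 8 in CY706 against CY598, 2 in CY1102 against CY708 and 0 in the 7 others. With 10 splits no share under 0.1 is possible, so these counts cannot exclude an accidental split. For the rule over 4 comparisons, 1 of 100 relabellings within rounds gave as many genes, again the real one with 146, and the largest other had 4.

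The RpoS reporter list was higher in CY1179 than in CY1102, with a median log2 fold change of 2.01 and all 20 genes higher. All 3 CY1179 libraries had list medians of 158 to 161 CPM, and the 12 other libraries of that round 34.1 to 48.3 CPM. Both strains belong to round 1. This suggests more RpoS activity in the deletion than in the V78F strain, a hypothesis stated before this list was tested; a culture further toward stationary phase, which raises the same genes, was not tested. In its proteome, the study reported more RpoS protein in the deletion than with V78F. The transcript rpoS_C was lower in CY1179 than in CY598 by 0.30 on the log2 scale. The ribosomal protein list was lower in CY1179 than in CY1102, with a median of -0.10 and 51 of 54 genes below 0. Its camera adjusted p of 3.72e-04 did not hold under fry (adjusted p 0.349), so a difference in growth between these cultures stays open. Lower sigma E activity through RseA kept from degradation was predicted to lower the sigma E list in both engineered strains. The larger of the 2 camera adjusted p-values was 0.3, with 8 and 11 of 15 genes below 0. The fry adjusted p was 0.0862 in CY1102 and 0.0151 in CY1179, so the tests differ for the deletion and the question stays open.

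For the acid resistance genes, a change restricted to the genes the study picked was weighed. Of the acid genes outside those, the smallest camera adjusted p over the 4 hypermotile comparisons was 0.0248, in CY1102 (fry 0.0581), and the medians went both ways, so the extent of the fall stays open. For the ribosomal protein genes, resources moved from growth to flagella at the transcript level would lower the list in each hypermotile comparison. The highest median was 0.14, in CY708. With library totals as the only scaling the list medians turned negative, but the medians of all genes fell as well. Those were -0.17 in CY706, -0.22 in CY708 and -0.11 in CY1102 against CY598, and -0.13 in CY708 against CY1166. That turn of sign is therefore not specific to the list. Quantile normalisation also turned the sign in CY706, CY1102 and CY708 against CY1166, so the shift of resources stays open as well.

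Transcript levels in CY708 and CY1166 differed by chromosome arm. The median of the genes from the point opposite the origin to rrlD, 1644 genes, minus that of the genes from rrlC to that point, 2024 genes, was 0.19 to 0.24 in the 6 libraries of these strains and -0.17 to -0.12 in the 9 other libraries of round 1, each as log2 difference from the mean of the 15 libraries. The difference of the means was 0.36. The exact two-sided permutation p was 2e-04, the smallest that the 5005 ways to choose 6 of 15 libraries can give. The libraries of a strain share their strain, so this p treats as separate what the strains may share. The tables argue against faster or slower growth that changes the gradient from origin to terminus as the whole cause, since it moves both arms alike and the arms moved apart (2e-04), and against library size (p of total counts 0.451). Gene dosage changed by the inversion between rrlD and rrlC in the study's strain list, which brings the first arm closer to the origin and was predicted in this direction before the arms were compared, remains a candidate explanation (0.36). Other mutations that CY708 and CY1166 share were not tested.

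From ynaJ to ompN, 39529 bases with 57 features, the 3 CY1166 libraries and CY708 replicate 1 had counts at or near 0. Of 26 features with over 10 counts in each of the 11 other libraries of round 1, 9 on the plus and 17 on the minus strand, 1 had over 3 counts in any of the 4 libraries: pinR, with 4. The summed count of the 26 was at most 5 in the 4 libraries and at least 12929 in the others. Low depth of these libraries is argued against, since the 24 flanking genes had a median log2 ratio of 0.02 between the 4 libraries and the others. A mislabelled CY1166 library in place of CY708 replicate 1 is argued against by the flagellar genes, of which 50 of 50 were above every CY1166 library. A stretch missing from the chromosome of these cultures is a candidate explanation that stays open: with 1 feature above 3 counts, whose reads may come from its relative pinQ elsewhere, the counts alone cannot exclude another cause, and the reads were not used here. The stretch begins after a copy of insH1 that ends at 2649230. CY1166 was made from CY708, so a CY708 stock that held cells with and without the stretch could account for both (1 feature above 3 counts), which was not tested.

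fnr lies in this stretch, so loss of fnr was weighed as lowering the genes FNR activates in CY1166. Of 21 listed genes 19 were tested; the median log2 fold change against CY598 was -0.27, 14 were lower and 5 higher, 3 were called lower, and the camera p for this list was 0.0182 (fry 0.0187). Of these genes, 14 lie on the rrlC arm, whose median was lower in CY1166. With the arm medians taken out, the median of the list was -0.12, again with 14 lower and 5 higher, and the camera p 0.0517 (fry 0.0811). The position of the listed genes on the chromosome arms could thus account for part of the fall, and loss of fnr stays open. The cultures were grown with air, where FNR is largely inactive.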
